# Multiomics investigation of the female hypertensive human heart

**DOI:** 10.14814/phy2.70586

**Published:** 2025-10-02

**Authors:** Zachary J. Milstone, Jesse D. Moreira‐Bouchard, Karan K. Smith, Anjali Anilkumar, Adam C. Gower, Yuriy Alekseyev, Jason A. Cunha, Nathaniel Fisher, Levi Legler, Joshua Lepson, Brian S. Tao, Christopher Williams, Emelia J. Benjamin, Daniel Levy, Richard N. Mitchell, Robert F. Padera, Hardik Shah, Seung Hoan Choi, Deepa M. Gopal, Nathan R. Tucker, Jessica L. Fetterman

**Keywords:** biobanking, cardiac metabolism, hypertension, multiomics

## Abstract

Hypertension affects 1 in 2 adults in the United States and is the leading risk factor for myocardial infarction and chronic kidney disease. While animal models have advanced our understanding of the effects of hypertension on the heart, molecular insight from human cardiovascular tissues is currently lacking. Building upon previous work describing a protocol for the systematic dissection and preservation of whole postmortem human hearts, we performed pilot multiomics analyses of postmortem human hearts from donors with (*n* = 3) and without (*n* = 2) hypertension. Using bulk RNA‐seq, we identified a higher abundance of transcripts associated with DNA helicase activity, NAD‐dependent deacetylase activity, and branched chain amino acid metabolism in hypertension compared to normotension. Using single‐nucleus RNA‐seq, we identified a loss of contractile vascular smooth muscle cells and greater endothelial cell proliferation associated with hypertension. Lastly, metabolomics revealed an abundance of metabolites upstream of NAD‐dependent metabolic steps in fatty acid oxidation and the Krebs cycle, consistent with reductive stress, and a likely funneling of glycolytic intermediates into the pentose phosphate pathway. Together, these methods demonstrate a powerful technique for the investigation of human cardiovascular disease and lend insight into the molecular signature of hypertension in adult cardiac tissue.

## 1 INTRODUCTION

Hypertension affects ~50% of US adults, is a leading heart failure risk factor, and contributes $80 billion to US health expenditures annually (Martin et al., 2024). Only 1 in 5 patients with hypertension achieves blood pressure control, partially attributable to the nontargeted nature of current antihypertensives, underscored by our lack of mechanistic insight into hypertensive molecular mechanisms. As such, there is a need for improved therapies (World Health Organization, 2025). Animal models are useful for mechanistic evaluation of individual cardiovascular disease risk factors but cannot fully recapitulate the complex physiology of hypertensive hearts, leading to the need to develop innovative approaches to study human cardiac biology in hypertension.

Clinically, direct access to cardiac tissues is restricted to left atrial appendage and right ventricular biopsies. Consequently, investigations into the chamber‐specific biology of the hypertensive human heart have not previously been done. Biobanked, postmortem human heart tissue presents a unique opportunity to understand the pathogenesis of human cardiovascular diseases through detailed multiomics analyses. Here, we examine the effects of hypertension on the cardiac transcriptome, cellular subtypes, and metabolic profile. We performed bulk RNA sequencing (RNA‐seq), single‐nucleus RNA‐seq (snRNA‐seq), and metabolomics on ventricular and atrial samples from donors with hypertension (*n* = 3) and normotensive referents (*n* = 2). With these analyses, we identified cardiac site‐specific cellular and molecular signatures associated with hypertension.

## 2 METHODS

### 2.1 Heart procurement, dissection, and preservation

Postmortem human hearts were obtained from the National Disease Research Interchange. No contact was made by the investigators with human participants and deidentified donor information was provided to the investigators. The Boston University Institutional Review Board deemed Protocol H‐42979 exempt. Hearts were stored during transport in cardioplegic solution (Belzer UW Cold Storage Solution: 320 mOsm, [Na+] = 29 mEq/L, [K+] = 125 mEq/L, pH = 7.4 at 20°C), systematically dissected, flash frozen, and stored to maintain the anatomical registration for multiomics as previously described (Moreira et al., 2023).

### 2.2 Multiomics

#### 2.2.1 Bulk RNA‐seq

RNA was extracted from right (RV) and left (LV) mid‐ventricular wall samples using the Qiagen RNeasy Fibrous Tissue Mini Kit. RNA recovery was quantified using a NanoDrop N‐D 1000 spectrophotometer. Libraries were prepared with ribosomal RNA depletion utilizing the Kapa Roche KK8561KAPA RNA Hyper+RiboErase HMR and sequenced on an Illumina NextSeq 2000 instrument by the Boston University Microarray and Sequencing Resource core. For bulk RNA‐seq data, reads were mapped with STAR and read counts were analyzed across samples by Wald tests using *DESeq2* to determine differential RNA expression, with age used as a covariate, as previously described (Moreira et al., 2023). Principal component analysis (PCA) was performed using differentially expressed genes (FDR < 0.05). Gene Set Enrichment Analysis was performed using gene sets from the Molecular Signatures Database (MSigDB) and plotted with variance stabilizing transformed expression values for each gene, adjusted for site and then *z*‐score‐normalized to a mean of zero and standard deviation of 1 across all samples in each row indicating final *z*‐scores of ≤ −2, 0, and ≥ 2, respectively.

#### 2.2.2 snRNA‐seq

Single nuclei suspensions were isolated from flash frozen tissue samples and processed for single nucleus RNA sequencing using 10× Genomics Chromium Next GEM Single Cell 3′ v3.1 as previously described (Tucker et al., 2020) with an estimated 5000 nuclei per device recovered. Fastqs were processed to a count matrix using CellRanger v7.0.1. Ambient RNA was removed and droplets containing valid nuclei were called using CellBender v0.2 (Fleming et al., 2023). The resultant gene count matrix was processed using Scanpy (Satija et al., 2015; Wolf et al., 2018). The dataset, which included 10 samples consisting of five pairs of atrial and ventricular tissues, underwent quality control to remove low‐quality cells and genes. Metrics necessitating removal included: cells containing less than 200 genes, genes that are present in less than 3 cells, and cells containing a mitochondrial gene content greater than 5%. Doublet scores were calculated using Scrublet (Wolock et al., 2019). Cells with doublet scores above 0.12 were removed.

For clustering, the top 500 highly variable genes were identified using Pearson residuals (Lause et al., 2021). PCA was performed using those genes followed by integration of samples using Harmony (Korsunsky et al., 2019). Following this, Harmony‐adjusted PCs were used for nearest neighbor calculation and Leiden clustering. Cell type assignment was conducted at the cluster level using a panel of canonical marker genes and known cardiac resident cell labels, including *SORBS2* (cardiomyocyte), *MYH7* (cardiomyocyte), *PECAM1* (endothelial), *VWF* (endothelial), *DCN* (fibroblast), *MYH11* (vascular smooth muscle), *PDGFRB* (pericyte), *CD163* (macrophage), *MRC1* (macrophage), *SKAP1* (lymphocytes), *PTPRC* (lymphocytes), *NRXN1* (neuronal), and *NCAM2* (neuronal). Vascular smooth muscle cells (VSMCs) were identified by abundant MYH11 expression.

To resolve subtypes, we performed reciprocal nonparametric differential expression testing (Wilcoxon rank‐sum) between communities identified by Leiden clustering at a resolution of 0.15. Genes upregulated in each contrast (*p* < 0.05) were subjected to Gene Ontology enrichment analysis, and subtype labels were assigned using the enriched biological processes identified from the corresponding gene set. Contractile VSMCs were identified based on upregulation of genes associated with smooth muscle contraction. Mesenchymal‐like VSMCs were identified based on the enrichment of genes associated with the regulation of the transition from an epithelial cell state to a mesenchymal cell state.

The dataset was subsequently split into atrial and ventricular subsets for chamber‐specific analysis or into cell type specific objects for subclustering analysis. In both instances, the same normalization, clustering, and cell type assignment strategy was applied to each subset independently. Wilcoxon rank sum test was used to calculate marker gene cell type specificity with a *p* value cutoff of 0.0001. For all comparative analysis between clusters through one‐versus‐all approaches, cell down sampling was applied during statistical testing to match the cell count of the smallest cluster to reduce the impact of more numerous populations. To facilitate improved clustering and as a form of more stringent ambient RNA correction, genes specific to cardiomyocytes with a corresponding *p* value less than 0.0001 were removed from non‐cardiomyocyte cell types (6300 genes). Ranked genes with a *p* value less than 0.05 were used in a hypergeometric test for gene ontology (GO) enrichment analysis (Ashburner et al., 2000; Gene Ontology Consortium et al., 2023; Thomas et al., 2022).

For analysis of cell cycle, counts were obtained at the cell type level for each identified subcluster and used for comparative analysis of population changes across hypertensive and nonhypertensive condition states. S phase and G2M phase cell cycle scores were calculated using the “Score cell cycle genes” tool in Scanpy. Composite cell cycle scores were calculated by combining the S and G2M scores. Significant alterations in cell cycle parameters were determined using the Kolmogorov–Smirnov test and the Mann–Whitney *U* test.

An annotated data object containing PCA scores and a UMAP embedding generated using the previously described Scanpy pipeline, was round‐tripped to R as a SingleCellExperiment using zellkonverter::readH5AD. Scanpy embeddings were mapped to reducedDim(sce, “PCA”) and reducedDim(sce, “UMAP”). Neighborhoods were defined with miloR on the PCA space by constructing a k‐nearest‐neighbor graph (*k* = 25, dimensionality set to the number of available PCs), generating refined neighborhoods, and computing neighborhood–neighborhood distances on the same PCA space. Cells were counted per neighborhood × sample, using the per‐cell sample identifier (“batches”) carried in colData. Differential abundance (DA) testing was performed with miloR's edgeR‐based negative‐binomial GLM using an additive design that adjusted for chamber (~ 1 + chamber + condition); effect sizes are reported as log_2_ fold‐changes in neighborhood abundance between the HTN and NTN conditions. *p* Values were adjusted with miloR's spatial FDR using k‐distance weighting, and significance was defined a priori (SpatialFDR < 0.15). Neighborhoods were annotated to majority labels by aggregating cell‐level metadata (cell type, condition, and chamber), and summary tables (counts of significant neighborhoods by cell type and condition) were generated from the DA results. For visualization, neighborhood centroids were projected onto the UMAP and colored based on DA metrics.

Quality control metrics and metadata can be found in Table S1.

#### 2.2.3 Metabolomics

Untargeted metabolomics was conducted on left and right ventricular (LV and RV) tissues. Polar metabolite profiling was performed similar to the procedure described previously (Yang et al., 2024). In brief, snap‐frozen heart tissue was pulverized into a powder using a mortar and pestle on dry ice. The metabolites were extracted using the ice‐cold 4/4/2 acetonitrile/methanol/water (50 μL solvent per mg of tissue, LC–MS grade solvents), and homogenized (Omni International, TH115‐PCR5H, stainless steel probe). Samples were then vortexed and subjected 2 times to sonication for 4 min in an ice‐cold water bath, frozen in liquid nitrogen for 1 min, thawed on ice and subsequently vortexed for 5 min at 2000 rpm and 4°C using a Thermomixer. Samples were incubated on ice for 20 min, centrifuged at 20,000 × *g* for 20 min at 4°C, and 150 μL of supernatant from each sample was dried down using the Genevac EZ‐2.4 elite evaporator. The dried‐down samples were stored at −80°C until analysis.

On the day of the analysis, the samples were resuspended in 50 μL of 60/40 acetonitrile/water. The LC–MS was performed at the University of Chicago Medicine Comprehensive Cancer Center Metabolomics Platform, as described (Yang et al., 2024). Metabolite abundance data were first column‐sum normalized and log_2_ transformed to improve normality. PCA was performed on normalized data using the prcomp() function from the stats package in R (v.4.4.0) (R Core Team, 2021). We first conducted association testing between postmortem interval (PMI) and the first 10 PCs using generalized linear models (glm() function, *stats* package, R):

$$\mathrm{PMI}\;\left(\text{Hours}\right)\sim \text{PC1}+\text{PC2}+\ldots +\mathrm{PC}10$$

For PCs associated with PMI (*q* < 0.05), metabolites contributing the most to the PC were identified based on their eigenvector loadings. Metabolites with |eigenvector| > 0.15 were removed, while those below this threshold were retained for further analysis. Differential abundance analysis was performed using the Limma R package (v.3.60.4) (Ritchie et al., 2015), which applies linear models with an empirical Bayes method for variance shrinkage. Mean metabolite abundances in LV and RV tissues from each donor were compared between hypertensive and normotensive groups. Additionally, metabolite abundance was analyzed with and without samples from donors with type 2 diabetes in a sensitivity analysis.

#### 2.2.4 Bioinformatics and statistical analysis

For analysis, we opted to group samples according to disease state (HTN vs. NTN) and use high‐level pathway enrichment analyses rather than blood pressure as a continuous variable to avoid overfitting our small sample size. As this was a pilot study, we focus on high order biology rather than individual gene or metabolite differential expression. For all statistical testing, a significance threshold of an FDR *q* < 0.05 was used unless otherwise noted.

## 3 RESULTS

### 3.1 Donor characteristics

All heart donors were female with similar body mass indexes, causes of death, and postmortem intervals (Figure 1a). Hypertensive donors were older (65 ± 7 years) than normotensive donors (36 ± 16 years). Myocardial wall thicknesses (Figure 1a) and index myocardial masses were similar between hypertensive and normotensive donors (Figure 1b), suggesting hypertensive donor hearts had not undergone gross anatomic remodeling.

**FIGURE 1:**
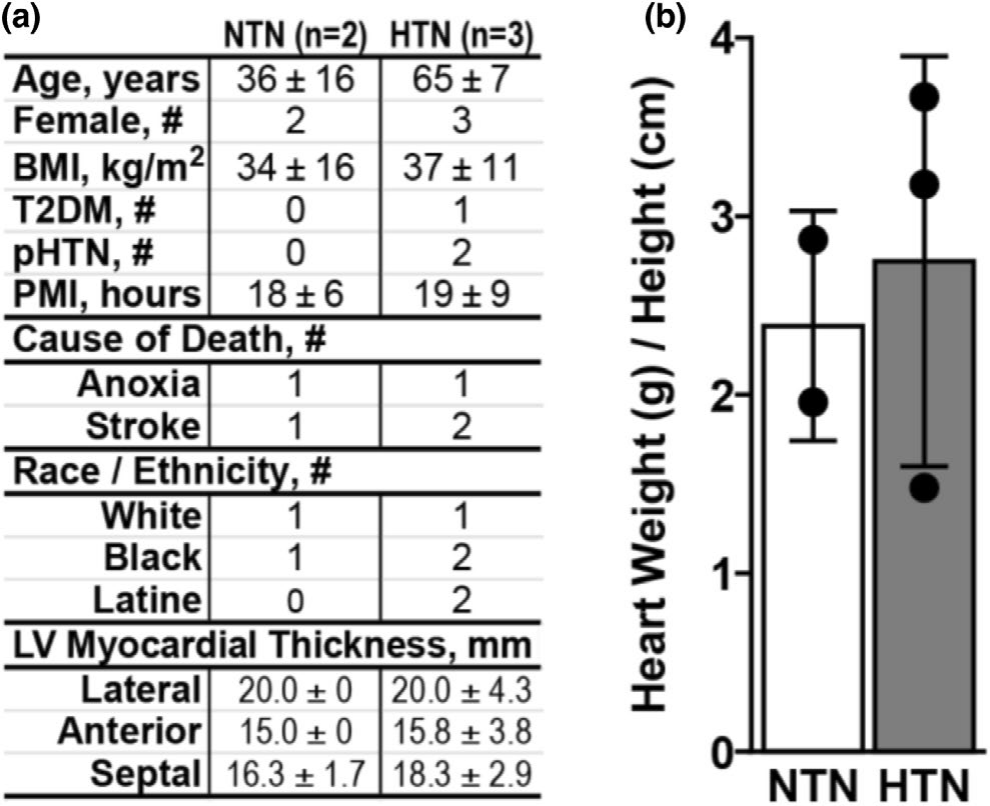
Donor demographics and heart characteristics. (a) Demographics of heart donors with (*n* = 3, HTN) and without (*n* = 2, NTN) hypertension and left ventricular (LV) myocardial thickness. BMI, body mass index; pHTN, pulmonary hypertension; PMI, postmortem interval; T2DM, type 2 diabetes mellitus. Data presented +/− standard deviation. (b) Bar graph showing hypertensive and normotensive donor heart weight (g) indexed to donor height (cm). Data presented +/− standard deviation.

### 3.2 Bulk RNA‐seq

We sought to identify molecular alterations associated with hypertension in human cardiac samples using a multiomics approach. 

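The RNA-seq data cover the LV and RV myocardium of 5 donors, 3 with hypertension (HTN) and 2 with normotension (NTN), as 6 HTN and 4 NTN libraries depleted of ribosomal RNA. The authors aligned the reads to hg38 with STAR 2.7.9a and counted them per gene with featureCounts of Subread 2.0.3. They deposited these counts and the log2 variance-stabilized values that DESeq2 derives from them. The total count of the HTN libraries was 57696484 to 78807382 (median 67404850), and that of the NTN libraries was 74758918 to 87894174 (median 78116038). TTN, which encodes the sarcomere protein titin, took 11.4% to 15.1% of the counts of a library. HTN was compared with NTN over the 10 libraries by edgeR's quasi-likelihood test with TMM factors and the site (LV or RV) as a covariate, over the 21895 genes that passed edgeR's filter on low counts. Levels are CPM, the counts of a gene scaled to the library's total and TMM factor. Adjusted p values are Benjamini-Hochberg values over these genes, and a gene is called higher or lower at an adjusted p under 0.05. The paper's methods name Wald tests by DESeq2 with age as a covariate, which the deposited labels do not give per sample and which was not used, and DESeq2 with the site as the covariate was run beside edgeR. The paper reports that the HTN donors were older than the NTN donors, so age and hypertension cannot be told apart here. LV and RV of the same donor are not independent, and the 10-library test does not take this into account. Their log2 values correlated across genes with r of 0.980 to 0.987, against a median r of 0.970 for different donors of the same group and site, where the genes are not independent replicates. The LV and RV counts of each donor were therefore also summed, and the 5 sums were tested without a site term. Where an NTN replicate is left out, the NTN arm is 1 donor, assumed to vary like the HTN donors. In simulated counts of this design with a donor effect, the 10-library edgeR test called 66% of the genes changed 2-fold and 96% of those changed 4-fold, with 38 false calls, while DESeq2 called 80% and 100% with 225 false calls. On the simulated donor sums, edgeR called 40% and 92% with 19 false calls. The changed genes were drawn from those with a mean of at least 1 CPM, so these shares do not cover genes at lower levels.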

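HTN and NTN libraries were intermixed on the first 2 principal components of the deposited variance-stabilized values of the 21895 genes. PC1 held 24.0% and PC2 held 18.9% of the variance. Of the variance on both components together, 94.0% lay between donors, 15.6% between HTN and NTN, and 0.855% between LV and RV. No straight line in the plane of PC1 and PC2 had all HTN libraries on the same side and all NTN libraries on the other. Exchanging the disease labels among the donors gave a one-sided exact permutation p = 0.8 for the share between HTN and NTN, where 10 splits of the donors allow no p under 0.1 and the highest share of another split was 45.3%. With the 414 genes that DESeq2 called, the choice of genes that the paper's methods name and one made on the disease groups, HTN and NTN libraries were separated and the share was 75.7%. With each of 41317 genes scaled to unit variance the share was 30.5%, and a line separated HTN from NTN, as a line did for 4 of the 10 splits. With this scaling PC1 and PC2 held 17.6% and 14.6%, against about 18% and about 15% in Fig. 2a, read by eye. The genes that DESeq2 called gave 64.5% and 13.0%, so Fig. 2a lies nearer to the scaled values of all genes. The share was 35.0% without HTN replicate 1, 25.7% without HTN replicate 2 and 20.4% without HTN replicate 3. It was 48.0% without NTN replicate 1 and 13.1% without NTN replicate 2, where the NTN group is 1 donor. Except without NTN replicate 1, another split of the donors kept had a higher share each time.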

We first performed bulk RNA‐seq on LV and RV tissues from each donor, which segregated by disease state in PCA of gene expression but not by donor site (Figure 2a). There were 230 differentially expressed genes that were strongly and significantly up‐ or down‐regulated in hypertension (FDR *q* < 0.05, |fold change| > 2) (Figure 2b) including *SIK1*, (salt‐inducible kinase 1), which is involved in various processes like cell cycle regulation, metabolism, and tumor suppression (highlighted in orange).

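SIK1 (ENSG00000142178) encodes a serine/threonine kinase related to AMP-activated kinase and lies on chromosome 21 of GRCh38 from 43414483 to 43427189. It had 0 to 12 counts in an HTN library and 27 to 232 counts in an NTN library, or 19 and 350 counts in all. This is 0.0453 ± 0.0683 CPM (SD, n = 6 libraries of 3 donors) in HTN and 1.07 ± 1.12 (SD, n = 4 libraries of 2 donors) in NTN. The log2 fold change of SIK1 was -4.67 (standard error 0.79), with an adjusted p of 0.0902 from edgeR (0.0216 without NTN replicate 1) and of 4.8e-07 from DESeq2. On the donor sums edgeR gave SIK1 an unadjusted p of 0.0040 and an adjusted p of 0.968. SIK1B (ENSG00000275993), annotated as a separate gene on chromosome 21 from 6111134 to 6123739, may share reads with SIK1. It had a log2 fold change of -0.52 (standard error 0.76, adjusted p = 0.853 from edgeR) and of 1.81 without NTN replicate 1. With the counts of SIK1 and SIK1B added together, a setting chosen after the values were seen, the log2 fold change was -1.02 (standard error 0.57, adjusted p = 0.559 from edgeR). SIK1 held 2.73% of these summed counts in HTN and 33.9% in NTN. Over all genes, edgeR called 10 between HTN and NTN, 4 of them changed more than 2-fold, and DESeq2 called 414, 228 of them changed more than 2-fold. On the donor sums edgeR called 0 genes, with 1222 at an unadjusted p under 0.05, and DESeq2 called 98. The 10-library count by edgeR was 29 without HTN replicate 1, 5 without HTN replicate 2 and 149 without NTN replicate 1.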

**FIGURE 2:**
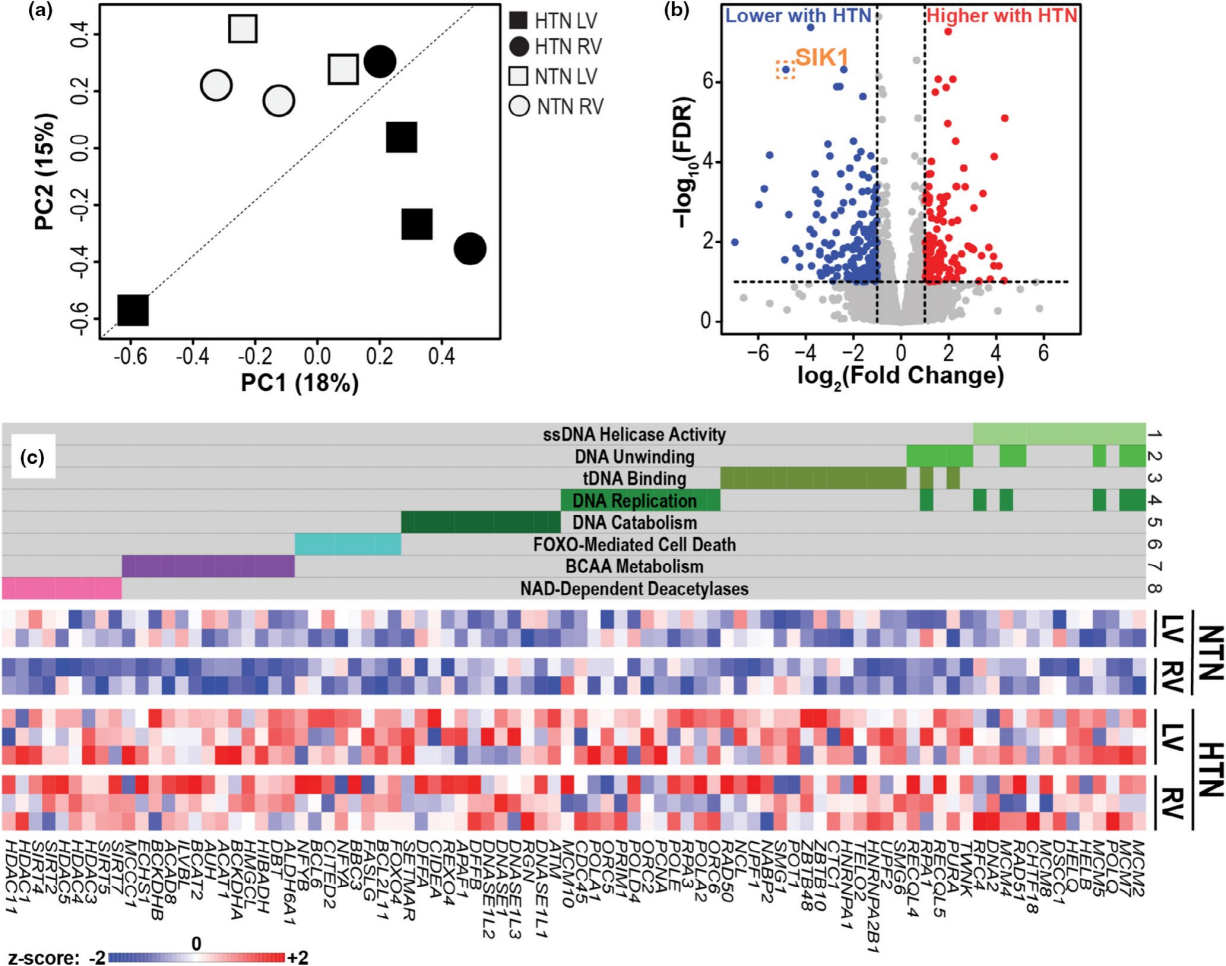
Bulk RNA sequencing of hypertensive versus normotensive left (LV) and right (RV) ventriclar samples demonstrate altered metabolic and gene‐regulatory programs. (a) Principal Component Analysis (PCA) of bulk RNA‐seq expression data, in which samples separate by disease status but not by anatomic site along the diagonal of principal components (PC) 1 and 2. (b) Volcano plot computed from a model of bulk RNA‐seq expression data as a function of HTN after correcting for site (LV or RV). Points in red or blue are significantly (FDR *q* < 0.05) and strongly up‐ (*n* = 97) or down‐ (*n* = 124) regulated (|fold change| > 2), respectively, in hypertension (HTN) versus normotension (NTN). *SIK1*, salt‐inducible kinase 1. (C) Heatmap of the union set of leading‐edge genes from eight of the most significantly coordinately upregulated pathways (FDR *q* < 0.05) as determined by Gene Set Enrichment Analysis, ranking genes by Wald statistics computed for hypertension versus normotension after correcting for site (RV or LV) and using gene sets from the Molecular Signatures Database (MSigDB). Membership of each gene within each gene set is indicated with a colored box above the heatmap. (1) ssDNA helicase activity (GO:0017116); (2) DNA unwinding (GO:0006268); (3) telomeric (t) DNA binding (GO:0042162); (4) DNA replication (WP466); (5) DNA catabolism (GO:0009081); (6) FOXO‐mediated cell death (R‐HAS‐9614657); (7) BCAA metabolism (GO:0009081); (8) NAD‐dependent deacetylases (GO:0034979).

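RRN3 (ENSG00000085721), which encodes an initiation factor of RNA polymerase I and lies on chromosome 16 of GRCh38 from 15060022 to 15094317, was the 1 gene that edgeR called higher in HTN. It had 38.7 ± 2.87 CPM (SD, n = 6 libraries) in HTN and 24.5 ± 1.35 (SD, n = 4 libraries) in NTN, a log2 fold change of 0.66 (standard error 0.09, adjusted p = 0.0337 from edgeR). PTGFRN (ENSG00000134247), which encodes a membrane protein that inhibits the binding of prostaglandin F2-alpha to its receptor and lies on chromosome 1 from 116910057 to 116990358, fell from 239.8 ± 33.8 (SD, n = 4) in NTN to 125 ± 10.6 (SD, n = 6) in HTN (log2 fold change -0.93, standard error 0.11, adjusted p = 0.0317 from edgeR). IP6K3, an inositol hexakisphosphate kinase of striated muscle, had a log2 fold change of -0.93 (standard error 0.12), and MMP15, a membrane-bound matrix metalloproteinase, had -0.81 (standard error 0.11). SERPINA5, which encodes an inhibitor of activated protein C, had a log2 fold change of -2.08 (standard error 0.28). SSPN, which encodes sarcospan of the dystrophin complex, had -0.75 (standard error 0.10), and TUBB6, a beta-tubulin, had -0.78 (standard error 0.11, adjusted p = 0.0494 from edgeR). The 3 other genes called lower, named here after their values were seen, were SVIL2P (a pseudogene, -5.61), CLVS2 (-6.40) and HECW1 (-3.75). CLVS2 had 0.014 CPM in HTN and 1.38 in NTN, and HECW1 had 0.054 and 0.74. The fold changes of CLVS2 and HECW1 thus rest on HTN levels near 0 counts. On the donor sums the adjusted p of these 10 genes was 0.177 to 0.968 from edgeR. All 10 were among the genes that DESeq2 called, 183 higher and 231 lower in HTN. With a fold change over 2, DESeq2 called 98 higher and 130 lower, and edgeR called 0 higher and 4 lower. Of the 21895 genes, the donor means of HTN lay all above those of NTN in 11.0% and all below in 9.64%, where chance gives 10% each way for 3 donors against 2. Of the 10 genes, 6 were called without HTN replicate 1, 2 without HTN replicate 2 and 3 without HTN replicate 3.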

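All 86 genes shown in Fig. 2c had a higher fitted mean in HTN than in NTN, with a median log2 fold change of 0.29. FOXO4, a transcription factor that drives cell death genes, had 61.9 ± 4.54 CPM (SD, n = 6 libraries) in HTN and 41.3 ± 2.06 (SD, n = 4 libraries) in NTN, with 1 NTN library apart from the other 3. Its log2 fold change was 0.58 (standard error 0.09, adjusted p = 0.0705 from edgeR, 0.0464 with no site term, 7.0e-05 from DESeq2). BCL2L11, which encodes the pro-apoptotic protein BIM, had a log2 fold change of 0.67 (standard error 0.14, adjusted p = 0.138 from edgeR, 0.0437 without NTN replicate 1, 0.0032 from DESeq2). Of the 86 genes, edgeR called 0 over all genes, with 27 at an unadjusted p under 0.05, and DESeq2 called 3, which were FOXO4, BCL2L11 and ALDH6A1. In 37 of the 86 genes every HTN donor lay above every NTN donor and in 0 below, where chance gives 10% each way for genes not chosen on these samples. The log2 fold change was above 0 in both LV and RV for 84 genes. On the donor sums 6 of the genes had an unadjusted p under 0.05 from edgeR and 0 an adjusted p under 0.05. The study chose the 86 genes on these samples as the ones that carried each pathway's enrichment, so their common direction is not independent evidence. From the enrichment of the pathways in a ranking of genes by Wald statistics, the paper concludes that the pathways are coordinately upregulated in hypertension.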

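Genes of BCAA catabolism, DNA unwinding, FOXO-mediated cell death, DNA catabolism and telomere binding were shifted upward as lists in HTN, by medians of 0.14 to 0.27 on the log2 scale. The lists were fixed before the data were examined but with Fig. 2c in view, and each was set against all other genes with limma's camera (preset correlation 0.01, adjusted over the 36 lists tested). Fig. 2c was drawn from these same samples, so the p values of these lists are not independent evidence for the pathways. In the other splits of the donors, camera with this setting called a median of 9 lists. The list of BCAA catabolism, which holds the enzymes that break down leucine, isoleucine and valine, had a median log2 fold change of 0.25 over 25 genes, 20 of them above 0 (adjusted p = 1.2e-05, and 0.224 with an estimated correlation). The DNA unwinding list, made of the MCM helicase subunits and other helicases, had a median of 0.27 over 31 genes, 26 above 0 (adjusted p = 0.0043, and 0.247 with an estimated correlation). Its adjusted p was 0.0612 without HTN replicate 3 and 0.0582 without NTN replicate 1. FOXO-mediated cell death had a median of 0.22 over 14 genes, 13 above 0 (adjusted p = 0.0015, 0.0602 without NTN replicate 2, and 0.224 with an estimated correlation). DNA catabolism had a median of 0.23 over 13 genes (adjusted p = 0.0232, and 0.281 with an estimated correlation), and telomere binding had a median of 0.14 over 17 genes (adjusted p = 0.0443, 0.0895 on the donor sums, and 0.247 with an estimated correlation). DNA catabolism had an adjusted p of 0.368 without HTN replicate 1, 0.149 without NTN replicate 1 and 0.0713 without NTN replicate 2, and telomere binding had 0.0924 to 0.163 when any donor other than HTN replicate 2 was left out. DNA replication, with the origin recognition complex and the replicative polymerases, had a median of 0.07 over 36 genes and did not pass (adjusted p = 0.120), while a preranked test on DESeq2's Wald statistics gave 0.0097. The 7 sirtuins had a median of 0.26, with 6 above 0, and did not pass either (adjusted p = 0.0507, 0.0218 in the preranked test, and 0.0315 without HTN replicate 2). Over all genes edgeR called 0 genes of these 7 lists, although 10 of BCAA catabolism and 4 of DNA unwinding had an unadjusted p under 0.05. Adjusted over the list alone, edgeR called 3 higher in BCAA catabolism and 2 in FOXO-mediated cell death, and DESeq2 over all genes called 2 in each of these lists. The members not shown in Fig. 2c, a choice made after the values were seen, had medians of 0.04 over 13 genes of BCAA catabolism (adjusted p = 0.377) and of 0.04 over 16 genes of DNA unwinding (adjusted p = 0.696). FOXO-mediated cell death (adjusted p = 0.910) and DNA catabolism (adjusted p = 0.882) did not pass without them either, and telomere binding turned to a median of -0.015, with 4 of 8 genes above 0 (adjusted p = 0.982). Fig. 2c shows the members that stood highest in these samples, so the members left are lower by that choice.

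**Figure D1:**
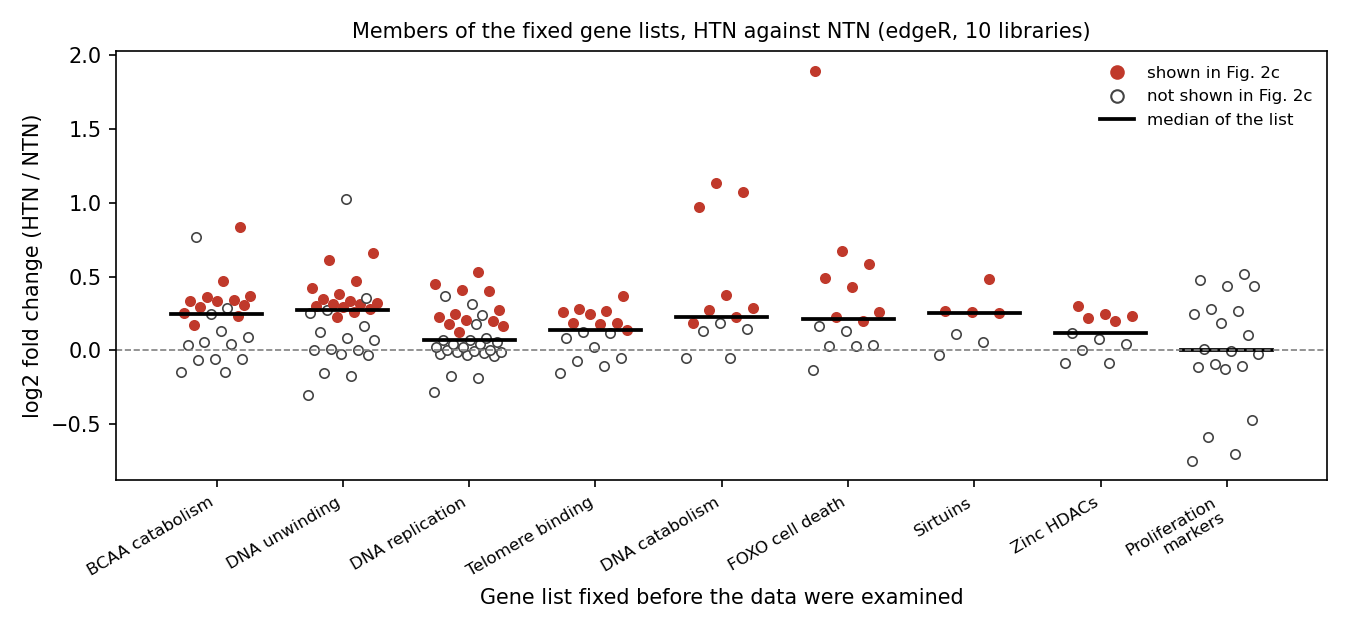
Log2 fold change (HTN over NTN) of each tested member of 9 gene lists from edgeR over the 10 libraries. Each point is a gene, red where Fig. 2c shows it and open where it does not, and black lines are list medians, from 0.00 for the proliferation markers to 0.27 for DNA unwinding.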

We then performed Gene Set Enrichment Analysis, which revealed coordinately higher upregulation of genes in hypertensive myocardium compared to tissue from normotensive referents that are involved in DNA unwinding and replication, branched‐chain amino acid (BCAA) metabolism, and NAD‐dependent deacetylases (Figure 2c).

### 3.3 snRNA‐seq

To determine the effect of hypertension on myocardial cell type composition and cellular states, we performed snRNA‐seq on a total of 39,201 nuclei isolated from hypertensive and normotensive LV and LA tissues. UMAP dimension reduction revealed cell‐type and disease‐state‐specific diversity (Figure 3a). Amongst these, we isolated a proliferative signal to LV endothelial cells, evidenced by higher composite cell‐cycle density associated with hypertension (Figure 3b). We observed a uniquely atrial contractile vascular smooth muscle cell (cVSMCs) population, which is nearly completely depleted in cardiac tissue from donors with hypertension compared to tissue from donors with normotension (Figure 3c,d).

**FIGURE 3:**
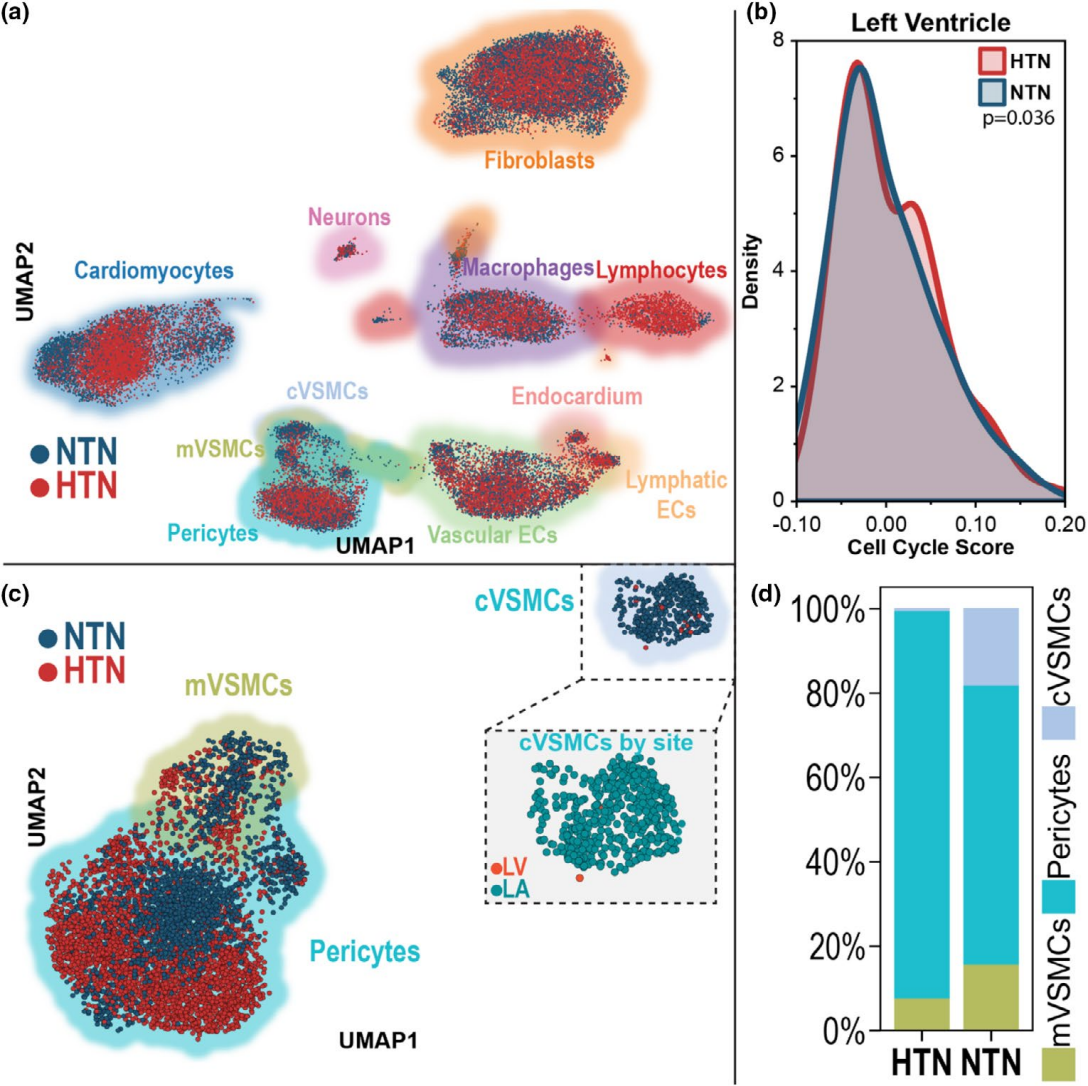
Single‐nucleus RNA sequencing of hypertensive versus normotensive left ventricles and left atria (LA) reveals altered endothelial proliferation and mural cell proportions. (a) Uniform Manifold Approximation and Projection (UMAP) of LV and LA snRNA‐seq samples, grouped by Leiden clustering, colored by disease state, and shaded by cellular subtypes (determined by Boolean putative marker expression). (b) Density plot showing composite cell cycle phase score of LV endothelial cells (ECs), colored by disease state. Significance determined by Mann–Whitney *U* test. (c) UMAP of mural cells colored by disease state and shaded by cell subtype: Contractile vascular smooth muscle cells (cVSMCs), mesenchymal‐like vascular smooth muscle cells (mVSMCs), and pericytes. Inset shows cVSMCs colored by donor site. (d) Stacked bar graph of the relative cell type proportion of combined LV/LA mural cells, defined by snRNA‐seq. FDR *q* < 0.05 for all analyses unless otherwise noted.

MiloR differential abundance testing demonstrated enrichment (FDR < 0.15, *p* value <0.05) of the cVSMC population in the NTN condition, (Neighborhoods = 9) when compared to the HTN condition (Neighborhoods = 0) and controlled for chamber effects. We also observe an enrichment (FDR < 0.15, *p* value < 0.05) of vascular endothelial cells in the HTN condition (Neighborhoods = 9) when compared to the NTN condition (Neighborhoods = 4), which is consistent with our findings related to increased expression of proliferation markers in endothelial cells subject to the HTN condition (Figure S1).

### 3.4 Metabolomics

We identified 194 metabolites in total by untargeted metabolomics on left and right ventricular tissue samples. Initial differential abundance analysis revealed no differentially abundant metabolites (Figure 4a, Table S2). One donor with hypertension also had type II diabetes mellitus‐ exclusion of this donor heart (2 hypertensive hearts and 2 referents remaining) allowed for identification of 83 differentially abundant metabolites (*q* < 0.05) between donor hearts with and without hypertension (Figure 4b, Table S2). Several precursors to vasoactive compounds, including tryptophan (nitric oxide precursor, log_2_(FC) = −6.27, *q* = 0.0040) and histidine (histamine precursor, log_2_(FC) = −5.81, *q* = 0.0079), were identified as less abundant in the hypertensive donors, suggesting a potential depletion of vasodilatory agents with important implications for vascular function (Figure 4b).

**FIGURE 4:**
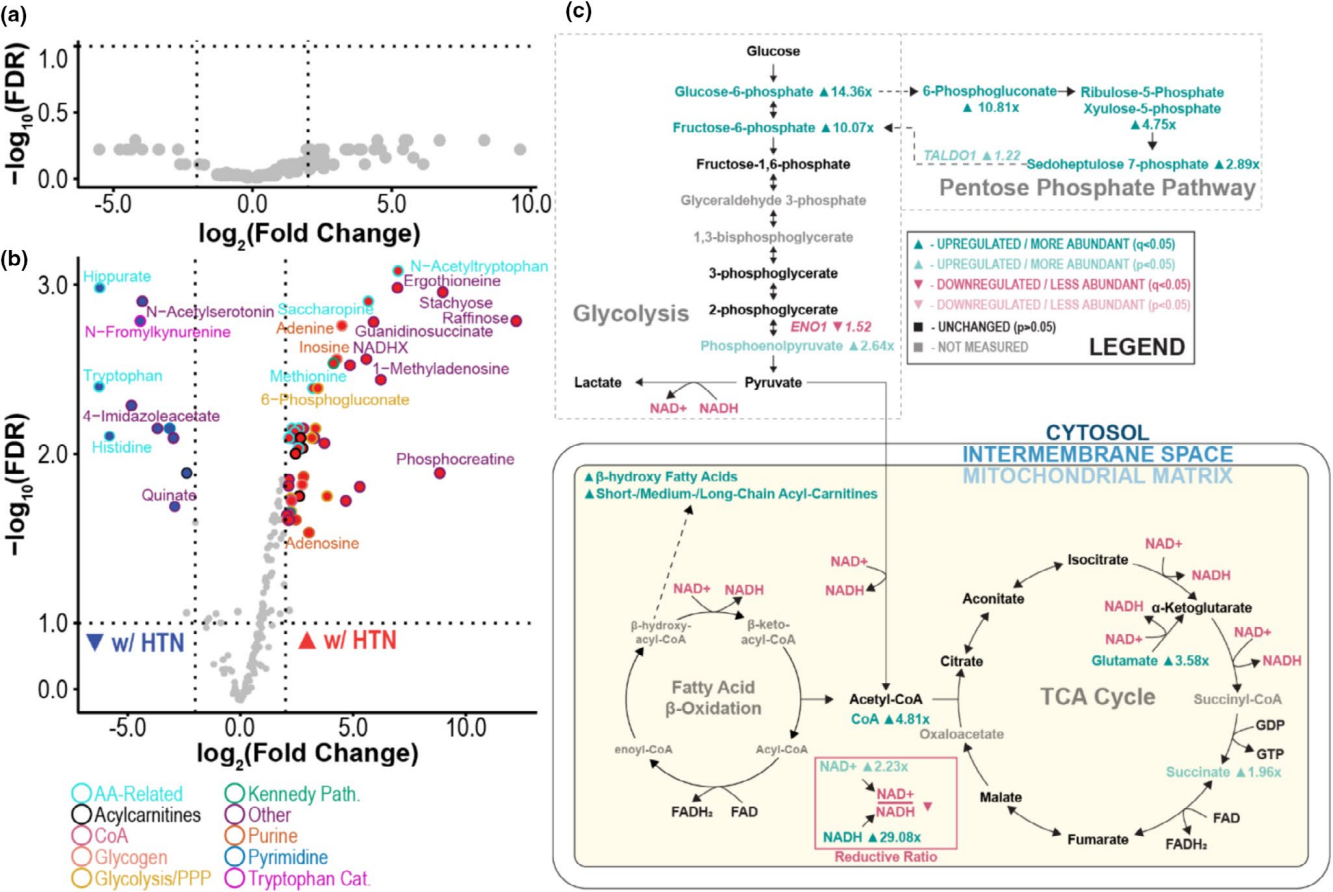
Targeted left ventricular polar metabolite profiling suggests altered NAD^+^/NADH homeostasis in hypertension versus normotension. (a) Volcano plot of LV polar metabolite differential abundance comparing all hypertensive (*n* = 3) versus normotensive samples (*n* = 2) revealed no differentially abundant metabolites (FDR < 0.05). (b) Volcano plot of differential polar metabolite abundance after excluding the hypertensive donor who had type 2 diabetes reveals differential abundance of metabolites associated with amino acid metabolism and glycolysis. (c) Integrated schematic of affected metabolic pathways in hypertension relative to normotension with differentially abundant metabolites and differentially expressed genes at either a significance threshold of FDR *q* < 0.05 (dark) or *p* < 0.05 (light) highlighted (black—not significant, gray—not measured). Fold change and direction of fold change accompanies differentially abundant/expressed metabolites or gene transcripts (green—higher, pink—lower). AA Related, amino‐acid related; CoA, coenzyme‐A; PPP, pentose phosphate pathway; Tryptophan Cat, tryptophan catabolism.

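ENO1, the glycolytic enolase, had a lower fitted level in HTN and TALDO1, the transaldolase of the pentose phosphate pathway, a higher one, and neither passed edgeR's test over all genes. ENO1 (ENSG00000074800, chromosome 1 of GRCh38 from 8861000 to 8879250) had 93.1 ± 8.90 CPM (SD, n = 6 libraries) in HTN and 140.9 ± 13.6 (SD, n = 4 libraries) in NTN. Its log2 fold change was -0.60 (standard error 0.10, adjusted p = 0.0902 from edgeR, 6.3e-04 from DESeq2), a 1.52-fold lower level. Adjusted over the list alone, ENO1 was the 1 gene of 20 in glycolysis that was lower (adjusted p = 0.0022 from edgeR). TALDO1 (ENSG00000177156, chromosome 11 from 747329 to 765024) had 49.9 ± 5.93 (SD, n = 6) in HTN and 40.6 ± 1.85 (SD, n = 4) in NTN. Its log2 fold change was 0.30 (standard error 0.11, unadjusted p = 0.0197 and adjusted p = 0.349 from edgeR, 0.348 from DESeq2), a 1.23-fold higher level. H6PD, which produces NADPH by the same pathway in the endoplasmic reticulum, had a log2 fold change of 0.26 (standard error 0.11, adjusted p = 0.429 from edgeR). The glycolysis list had a median log2 fold change of -0.07 and did not pass camera (adjusted p = 0.166). It passed in the LV libraries (adjusted p = 0.0104, 0.653 with an estimated correlation), not in the RV libraries (adjusted p = 0.809), and without HTN replicate 1 (adjusted p = 0.0360). The difference between the sites had an adjusted p of 0.0614, of 0.0234 with each donor as a replicate block and of 0.956 with an estimated correlation, tests chosen after the data were seen. The 8 genes of the pentose phosphate pathway had a median of -0.03 (adjusted p = 0.682), 17 of the TCA cycle had -0.02 (adjusted p = 0.980) and 21 of fatty acid oxidation had 0.05 (adjusted p = 0.639). By site, fatty acid oxidation had a median of -0.07 in LV (adjusted p = 0.261) and passed in RV with 0.21 (adjusted p = 0.0268, and 0.406 with an estimated correlation). For this list the difference between the sites had an adjusted p of 0.0086 (0.0029 with the replicate block, and 0.956 with an estimated correlation).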

Several interconnected metabolic pathways had multiple differentially abundant metabolites, such as 6‐phosphogluconate (log_2_(FC) = 3.43, *q* = 0.0041) in the pentose phosphate pathway, glucose‐1‐phosphate (log_2_(FC) = 3.33, *q* = 0.0071) in glycolysis, and glutamate (log_2_(FC) = 1.84, *q* = 0.014), which can feed into the TCA cycle (Figure 4c). Additionally, medium chain fatty‐acyl carnitines and β‐hydroxy fatty acids were more abundant in hypertension compared to normotension, suggesting impaired fatty‐acid oxidation. We identified lower relative amounts of NAD^+^ compared to NADH associated with hypertension compared to normotension, suggesting a shift away from oxidative energy generation, increased reductive stress, and subsequent metabolic pathway feedback inhibition.

## 4 DISCUSSION

We provide evidence of the feasibility of using postmortem human hearts to interrogate disease‐specific molecular and cellular signatures via a multiomics approach. This pilot study revealed several molecular profiles associated with hypertension despite the small sample size and varied donor demographics. Importantly, this study utilized hearts from hypertensive donors that had not undergone gross anatomic remodeling, consistent with an earlier disease process, and provides a unique look into early hypertensive heart disease pathophysiology.

We identified several consistent gene‐regulatory and metabolic signatures associated with hypertension across our multiomic approaches. Collectively, our RNA‐seq and metabolomics suggest altered NAD^+^/NADH homeostasis with concomitant alterations in NAD^+^/NADH‐dependent metabolic and transcriptional processes associated with hypertension. The NAD^+^‐dependent sirtuin deacetylases have demonstrated roles in cardiac hypertrophy and adverse cardiac remodeling in animal models, with activity modulated by NAD^+^/NADH levels, consistent with our metabolomics findings of a lower NAD^+^/NADH in hearts from hypertensive donors (Matsushima & Sadoshima, 2015). 

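SIRT7, a nuclear deacylase, and SIRT5, a mitochondrial desuccinylase, had the smallest p values of the sirtuins, both toward higher levels in HTN, and neither passed the test over all genes. SIRT7 had 5.11 ± 0.83 CPM (SD, n = 6 libraries) in HTN and 3.64 ± 0.34 (SD, n = 4 libraries) in NTN, a log2 fold change of 0.48 (standard error 0.16, adjusted p = 0.308 from edgeR). SIRT5 had 72.5 ± 2.16 (SD, n = 6) and 60.7 ± 7.67 (SD, n = 4), a log2 fold change of 0.26 (standard error 0.09, adjusted p = 0.340 from edgeR). Adjusted over the list alone, both had an adjusted p of 0.0587, and 0 of the 7 sirtuins were called by edgeR, with 2 at an unadjusted p under 0.05, and 0 by DESeq2. SIRT2, a mostly cytoplasmic deacetylase, had a log2 fold change of -0.03 in LV and 0.56 in RV. By site, the sirtuin list had an adjusted p of 0.666 in LV and of 0.0145 in RV (0.486 in RV with an estimated correlation), and the difference between the sites did not pass camera (adjusted p = 0.163). The zinc-dependent HDACs, of which Fig. 2c shows 5, had a median log2 fold change of 0.12 over 11 genes. Their adjusted p was 0.136 from camera, 0.281 from camera with an estimated correlation and 0.0476 from the preranked test. It was 0.0497 from fry, which tests a list against no change and not against other genes. The 19 genes of NAD synthesis and consumption had a median of -0.02 (adjusted p = 0.779).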

Coordinate NAD^+^‐dependent deacetylase upregulation in hypertension suggests a potential role for the sirtuins and reductive stress, defined as disproportionate accumulation of reducing intermediates, including NADH and NADPH, in early hypertensive pathophysiology; however, this difference could be due to the disparate ages of the donors given well‐documented age‐related changes in sirtuin expression levels (Kane & Sinclair, 2018; Kilic et al., 2015).

The altered NAD^+^/NADH ratio also likely contributes to the disruption of multiple NAD‐dependent metabolic reactions, including the accumulation of β‐hydroxy fatty acids and medium‐chain fatty‐acyl carnitines in hypertensive LV tissue. β‐hydroxy fatty acids are the preferred fuel of mature cardiomyocytes, with impaired fatty acid oxidation strongly and consistently associated with cardiovascular disease (Fillmore et al., 2014). Taken with our findings, this suggests altered fatty acid metabolism may contribute to early hypertensive heart disease pathogenesis.

We observed a higher abundance of many metabolites involved in the early steps of glycolysis in our hypertensive cardiac samples, as well as those in the pentose phosphate pathway. Given the increased relative abundance of NADH compared to NAD^+^, we suspect a lower NAD^+^/NADH ratio is exerting feedback inhibition of glycolysis, with resultant alternative pathways activated. Our data points to a funneling of the glycolytic intermediate glucose‐6‐phosphate to 6‐phosphogluconate, an intermediate in the pentose phosphate pathway, suggesting preferential activation of the pentose phosphate pathway. Excess activation of the pentose phosphate pathway has been observed in pulmonary hypertension and contributes to the accumulation of reductive intermediates, including NADPH (Hashimoto & Gupte, 2017).

Additionally, we observed coordinately higher expression of genes associated with BCAA metabolism in hypertensive cardiac tissue. This aligns with previous work showing an association of elevated circulating BCAA levels with hypertension and other cardiometabolic diseases (Fine et al., 2024). 

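ALDH6A1, PPM1K and DBT had the smallest p values of the BCAA catabolism list, all toward higher levels in HTN. ALDH6A1 (ENSG00000119711, chromosome 14 of GRCh38 from 74056850 to 74084493), the mitochondrial dehydrogenase of the valine pathway, had 168 ± 30.3 CPM (SD, n = 6 libraries) in HTN and 93.7 ± 9.29 (SD, n = 4 libraries) in NTN. Its log2 fold change was 0.84 (standard error 0.14, adjusted p = 0.0817 from edgeR, 0.0261 without HTN replicate 3, 9.7e-05 from DESeq2), with 1 HTN library apart from the other 5. PPM1K, the phosphatase that activates the branched-chain keto acid dehydrogenase, had a log2 fold change of 0.77 (standard error 0.18, adjusted p = 0.161 from edgeR, 0.0077 from DESeq2). DBT, the transacylase subunit of that dehydrogenase, had a log2 fold change of 0.37 (standard error 0.11, adjusted p = 0.247 from edgeR). Adjusted over the list alone, the p values were 0.0020 for ALDH6A1, 0.0145 for PPM1K and 0.0445 for DBT, and edgeR called none over all genes, while DESeq2 called ALDH6A1 and PPM1K. In 11 of the 25 genes every HTN donor lay above every NTN donor. Chance gives 10% for each gene taken alone and not chosen on these samples, and 12 of the 25 are genes that Fig. 2c shows. Genes of a list can also move together across the donors, so the count is not one of independent genes. The list was higher in LV (adjusted p = 0.0104 from camera) and in RV (adjusted p = 3.9e-05), and with an estimated correlation neither passed (adjusted p = 0.653 and 0.391). The difference between LV and RV did not pass (adjusted p = 0.653).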

Our data suggest that the heart may contribute to higher circulating BCAAs in hypertension, which requires further investigation.

We identified a proliferative transcriptional expression program related to DNA unwinding and replication in both our RV and LV bulk RNA‐seq. snRNA‐seq data allowed us to isolate this proliferative signal to the cardiac endothelial cell population in hypertensive donor hearts. 

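MCM2, MCM5 and MCM7, subunits of the replicative helicase, and ORC6 of the origin recognition complex had higher fitted levels in HTN in both LV and RV, and none passed the test over all genes. MCM2 had 10.0 ± 2.00 CPM (SD, n = 6 libraries) in HTN and 6.58 ± 2.03 (SD, n = 4 libraries) in NTN, a log2 fold change of 0.61 (standard error 0.21, adjusted p = 0.318 from edgeR). MCM7 had a log2 fold change of 0.38 (standard error 0.12, adjusted p = 0.287 from edgeR), and MCM5 had 0.33 (standard error 0.14). ORC6, with 1 HTN library apart from the other 5, had 0.53 (standard error 0.22), and TWNK, the mitochondrial DNA helicase, had 0.32 (standard error 0.12). The DNA unwinding list had a median log2 fold change of 0.18 in LV (adjusted p = 0.0128 from camera) and 0.25 in RV (adjusted p = 0.0630), with 19 of its 31 genes above 0 in both sites. With an estimated correlation the LV value did not pass (adjusted p = 0.653). The DNA replication list had a median of 0.17 in LV (adjusted p = 0.208) and 0.11 in RV (adjusted p = 0.304). The 20 proliferation markers, among them MKI67 and TOP2A, had a median of 0.00, with 10 above 0 (adjusted p = 0.802 from camera). Whole-tissue RNA does not separate cell types, so the markers do not test a change limited to endothelial cells. Within LV, edgeR called 0 genes between HTN and NTN, with 1305 at an unadjusted p under 0.05, and DESeq2 called 70. Within RV, edgeR called 1 gene, TNC, which encodes the matrix protein tenascin C (log2 fold change -3.11, standard error 0.21, adjusted p = 0.0273, named after its value was seen), and DESeq2 called 88. TNC was not called without HTN replicate 1, without HTN replicate 2 or without NTN replicate 2, where the RV count was 0, and the RV count was 3 without NTN replicate 1. Without an NTN replicate, RV has 1 NTN library, assumed to vary like the HTN libraries. The difference between the LV and RV effects was called for 0 genes by edgeR and for 1 by DESeq2. The edgeR fit leaves out the pairing of LV and RV within a donor and had 547 genes at an unadjusted p under 0.05, against 1779 with each donor as a replicate block and 1818 with the donor as a random term, and both of these also called 0. For the DNA unwinding list that difference had an adjusted p of 0.775. Between LV and RV themselves, with each donor as a fixed term, edgeR called 0 genes, with 1134 at an unadjusted p under 0.05, and DESeq2 called 50. The edgeR count was 11 without NTN replicate 1.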

Cardiac endothelial cell proliferation may reflect compensatory angiogenesis driven by the pro‐hypertrophic stimuli of systemic hypertension (Gogiraju et al., 2019). Interestingly, our donors did not have grossly hypertrophied hearts. In the absence of overt hypertrophy, it is possible that coronary vascular dysfunction and altered metabolic programs in the myocardium may relate to angiogenic signaling in advance of gross hypertrophic remodeling, although this remains to be investigated.

Leveraging snRNA‐Seq, we were able to identify site‐specific cell types associated with hypertension. Mural cells, composed of pericytes and vascular smooth muscle cells, are a heterogenous group of resident cardiac cell types that influence a variety of processes associated with hypertension (van Dijk et al., 2015). We found a near‐complete absence of left atrial cVSMCs in cardiac tissue from hypertensive donors. Little is known about the role of this pericyte subtype in the development of hypertensive heart disease; however, a loss of cVSMCs has been demonstrated in animal models of atherosclerosis and is thought to contribute to atherosclerotic pathogenesis (Grootaert & Bennett, 2021). Cardiac atrial‐specific cVSMC loss has not yet been identified as a consequence of hypertension in human tissues and represents a novel finding. Further research is needed to better understand the role of atrial cVSMC depletion in hypertension and the functional consequences of cVSMC loss.

## 5 LIMITATIONS

Although our sample size is limited, the collected cardiac biospecimens represent a rare snapshot into hypertensive heart disease before gross anatomic remodeling. With our small sample size, it is likely that only genes and metabolites that had a large effect size on the difference between disease groups were detected. Future studies, with larger sample sizes, are needed to understand the contributions of altered reductive stress to transcriptional and metabolic alterations associated with hypertension and to determine the contributions of unique VSMC cell states in hypertensive heart disease. The phenotypic data reported with each donor heart was a combination of self‐reported information and limited chart documentation. Important information, such as specific antihypertensive regimens, was not available for some donors. More comprehensive phenotyping and clinical profiles would improve the ability to determine associations between cardiac tissue biology and disease types.

## 6 CONCLUSION

We performed site‐specific multiomics on paired postmortem human hearts and identified both chamber‐ and cell‐type‐specific transcriptomic profiles, a transcriptomic and metabolomic signature of reductive stress, dysregulated BCAA metabolic gene expression, and depletion of atrial cVSMCs associated with hypertension compared to tissue from normotensive referents. Future efforts aimed at pairing detailed spatial multiomics with rich phenotypic data may help to identify novel therapeutic targets in human cardiovascular disease.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

Postmortem human hearts were obtained from the National Disease Research Interchange. No contact was made by the investigators with human participants and deidentified donor information was provided to the investigators. The Boston University Institutional Review Board deemed Protocol H‐42979 exempt.

## Supporting information

Figure S1.

Table S1.

Table S2.

## Data Availability

Count‐level data is available on Gene Expression Omnibus under GEO Series ID GSE282618.

# Supplementary material for: Multiomics investigation of the female hypertensive human heart
**Source:** Physiol Rep. 2025 Oct 2;13(19):e70586. doi: 10.14814/phy2.70586
**Supplement:** Supplementary file 1 — Figure S1.

**DATA SUPPLEMENT**

**Title**: Multiomics Investigation of the Hypertensive Human Heart

Zachary J. Milstone, MD, PhD^1^*, Jesse D. Moreira-Bouchard, MS, PhD ^1,2^*, Karan K. Smith, BS^1^, Anjali Anilkumar, BA^1^, Adam C. Gower, PhD^3^, Yuriy Alekseyev, PhD^4^, Jason A. Cunha ,MS^1^, Nathaniel Fisher, MS^1^, Levi Legler^5^, Joshua Lepson, BS^1^, Brian S. Tao, BS^1^, Christopher Williams, BS^4^, Emelia J. Benjamin, MD, ScM^6,7^, Daniel Levy, MD^8,9^, Richard N. Mitchell, MD, PhD^10^, Robert F. Padera, MD, PhD^10^, Hardik Shah, MS^11^, Seung Hoan Choi, PhD^12^, Deepa M. Gopal** MD, MS^1,6^, Nathan R. Tucker, PhD**^5,13^, Jessica L. Fetterman, PhD**^1^

^8^Framingham Heart Study, Framingham MA, USA

*Denotes equal contribution as 1^st^ author

**Denotes equal contribution as senior/corresponding author

**Supplemental Figure 1.** Differential Abundance of Subclasses of VSMCs in Hypertensive vs Normotensive Hearts …. Pg 3

**Figure S1:** Differential Abundance of Subclasses of VSMCs in Hypertensive vs Normotensive Hearts

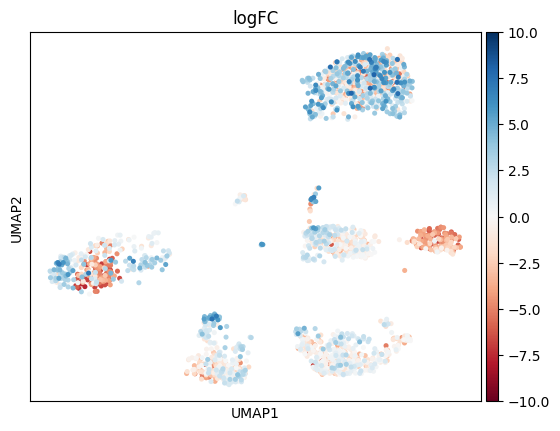

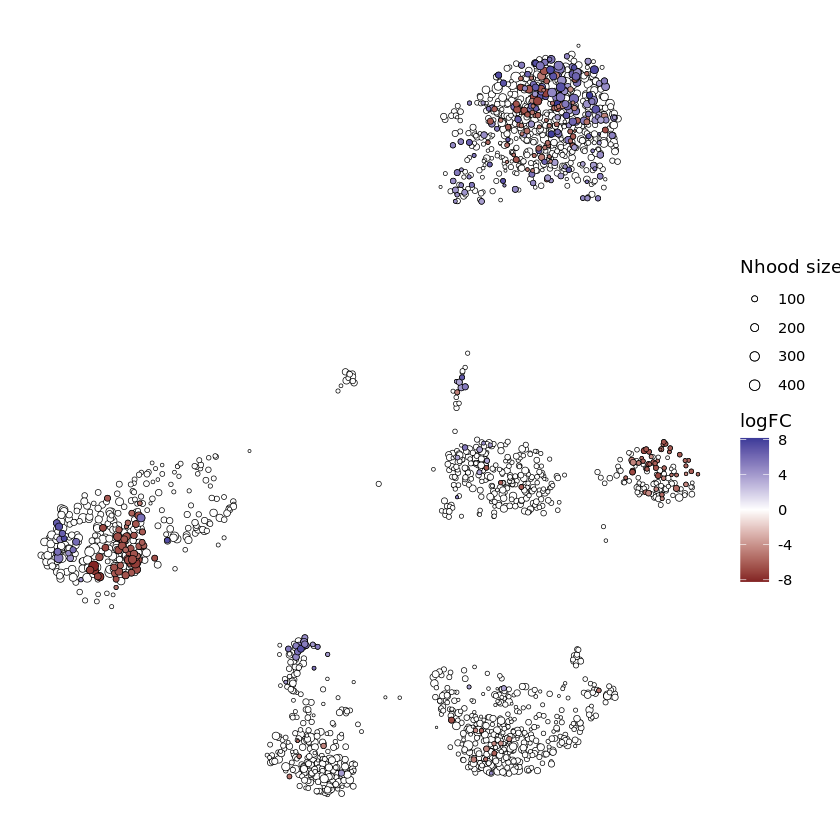

**A**

**B**

**Legend: A)** Neighborhood-level differential abundance on global UMAP embedding. Points represent neighborhoods positioned at the centroid of its member cells in UMAP space. Points are colored regardless of significance (NTN= Blue, HTN=Red, No Enrichment =White). Color intensity indicates the magnitude of the log₂ fold-change in neighborhood abundance between conditions. **B**) Neighborhood-level differential abundance on global UMAP embedding. Points represent neighborhoods positioned at the centroid of its member cells in UMAP space. Statistically significant enrichment (FDR<0.15, p-value < 0.05) is indicated by color (NTN= Blue, HTN=Red, No Enrichment = White) and was determined by the log₂ fold-change in neighborhood abundance between conditions estimated with an edgeR negative-binomial GLM; color intensity is used to represent the magnitude of the log fold change.

How the deposited data were processed for this re-analysis (not part of the article)

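Bulk RNA-seq of LV and RV myocardium from 5 donors, 3 with hypertension (HTN) and 2 with normotension (NTN), was analysed as 10 libraries, with 5 libraries per site. The single-nucleus RNA-seq and metabolomics of the paper have no values in the deposited tables used here and were not analysed. The authors aligned reads to hg38 with STAR 2.7.9a after quality control with FastQC 0.11.7 and counted them per gene with Subread 2.0.3. They deposited a table of counts (whole numbers, not normalized) and a table of log2 variance-stabilized values made with DESeq2 1.32.0. The strand setting, the treatment of multi-mapping reads and the annotation release are not named in the paper's text or the deposited labels. Raw reads were not used.

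The deposited tables hold 60646 genes. Y-linked genes, XIST and TSIX, 511 genes in all, were left out of every step. Gene symbols came from a table of gene names for 41976 genes and from GENCODE 29 for 16524, and 2146 had no symbol. No mitochondrially encoded gene is among them. Library totals were 57696484 to 87894174 counts (median 74868288), 20333 to 21736 genes had at least 10 counts in a library, and the 10 most abundant genes took 22.7% to 24.9% of the counts. TMM factors were 0.942 to 1.10.

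HTN was compared with NTN by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM factors, the site as a covariate and edgeR's filterByExpr (minimum count 10), over 21895 genes. Adjusted p values are Benjamini-Hochberg values, with a threshold of 0.05. The common biological coefficient of variation was 0.308, with 7 residual degrees of freedom for the 10 libraries and 3 for the 5 donor sums. LV and RV of the same donor come from the same heart, and their counts differed by a median chi-square per degree of freedom of 69.4, against 155 between different donors of the same group and site. The 10-library comparison of HTN with NTN has no donor term, so the LV and RV counts of each donor were also summed and tested as 5 samples. HTN was also compared with NTN within LV and within RV, the difference between these effects was tested as an interaction, and LV was compared with RV with each donor as a fixed term.

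Named genes follow a rule set before the data were examined. It takes the 12 largest rises and 12 largest falls among called genes with a mean log2 CPM of at least 1, whose HTN donors lie all above or all below the NTN donors, every gene the paper names, and up to 4 members with the smallest p of each gene list. Genes without an approved symbol and genes with common deletions or high variation between people are counted and not named. The rule on called genes gave 1 higher and 6 lower.

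A total of 38 gene lists were fixed at the same time, and 36 had at least 3 tested members. They are sirtuins, zinc-dependent HDACs, BCAA catabolism, DNA unwinding, DNA replication, telomere binding, DNA catabolism, FOXO-mediated cell death, proliferation markers, glycolysis, pentose phosphate pathway, TCA cycle, fatty acid oxidation, NAD metabolism, complex I, mitochondrially encoded genes, hypertrophy and fetal genes, extracellular matrix, immediate-early genes, hypoxia, heat shock, inflammation, interferon response, circadian clock, glucocorticoid response, and markers of cardiomyocytes, endothelial cells, fibroblasts, smooth muscle, pericytes, macrophages, lymphocytes, Schwann cells, adipocytes, red blood cells, neutrophils, mesothelium and atrium. The sets of the Molecular Signatures Database were not available and were not used. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists. Principal components were computed from the centred deposited variance-stabilized values, with exact permutation of the disease labels over the 10 splits of the donors.

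Alternatives set before the data were examined were DESeq2 1.42.0, no filter on low counts, a stricter filter (1 CPM in 4 libraries), RLE and upper-quartile factors, no site term, donor sums, the donor as a random term in limma-voom, limma on the deposited variance-stabilized values, an adjusted p under 0.1, and leaving out each donor in turn. For lists they were an estimated correlation, fry, and a preranked test (fgsea 1.28.0, 10000 permutations) on DESeq2's Wald statistics. For principal components they were the 500 most variable genes, the called genes, log2 CPM with a prior count of 2, and unit variance. Chosen after the data were seen were edgeR with legacy off, lists without the members shown in Fig. 2c, a correction for GC content and gene length, the summed counts of SIK1 and SIK1B, and list tests of the difference between the sites. The 10-library edgeR test, DESeq2 and the donor sums were tested on simulated data with 200 genes changed, with and without a donor effect. The 200 genes were drawn from those with a mean of at least 1 CPM. Without a donor effect the 10-library edgeR test called 54% of genes changed 2-fold, with 8 false calls, and 6% of those changed 1.5-fold. With a donor effect it called 66% and 14%, with 38 false calls. A simulated shift of a list of 25 genes by 0.25 on the log2 scale, without a donor effect, was called by camera with the preset correlation (adjusted p = 0.0137). With an estimated correlation it was not called (adjusted p = 0.592). With a donor effect these values were 5.7e-07 and 0.073. The simulated genes varied independently of each other, so the simulation cannot show which correlation setting is right for the real data.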

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

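The tests of reads shared with SIK1B, of single donors for the immediate-early, inflammation and matrix lists, of the share of fibroblast and cardiomyocyte RNA, the GC and length correction and the list tests of the difference between LV and RV were chosen after the results were seen. Lists outside the paper's bulk RNA-seq results were tested with camera over the 10 libraries, and none of their calls held with an estimated correlation. The paper does discuss smooth muscle cells, from single-nucleus RNA-seq that was not analysed here.

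Lists lower in HTN were the immediate-early genes (adjusted p = 5.3e-07), the extracellular matrix genes (adjusted p = 7.6e-07), the hypertrophy and fetal genes (adjusted p = 1.2e-05), smooth muscle markers (adjusted p = 1.7e-05), inflammation genes (adjusted p = 4.0e-05), fibroblast markers (adjusted p = 0.0066) and glucocorticoid response genes (adjusted p = 0.0244). The lymphocyte markers were higher (adjusted p = 0.0066). The effect of HTN differed between LV and RV for complex I genes (adjusted p = 1.3e-08, 8.7e-10 with each donor as a replicate block, 0.956 with an estimated correlation) and for fatty acid oxidation genes (adjusted p = 0.0086, 0.0029 with the replicate block, 0.956 with an estimated correlation). Complex I genes had a median log2 fold change of -0.18 in LV, with 4 of 36 above 0, and of 0.21 in RV, with 28 above 0. LRRC14B, named after its value was seen, was the 1 gene whose effect differed between LV and RV by DESeq2 (log2 difference -1.66, standard error 0.29, adjusted p = 3.8e-04), and edgeR did not call it (adjusted p = 0.649).

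In 8 of 174 sets of libraries tested, 1 library lay apart from the others of its group, where chance gives about 1 in 20 for independent libraries. LV and RV of the same donor are not independent, so that rate may not hold here. The gap, as a share of the group's range, was 0.911 among NTN for telomere binding, 0.816 among HTN and 0.903 among NTN for the pentose phosphate pathway, 0.861 among NTN for pericyte markers, 0.664 among HTN for ALDH6A1, 0.628 among HTN for ORC6, 0.880 among NTN for FOXO4 and 0.944 among NTN for NPPB.

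SIK1 had a lower fitted level in HTN, without passing edgeR's test over all genes. A single HTN donor as its source is argued against. The log2 fold change of SIK1 was -4.42, -4.13 and -5.95 without HTN replicate 1, 2 and 3. It was -5.33 without NTN replicate 1 and -3.63 without NTN replicate 2, each against 1 NTN donor. These last fits give the size of the fall and no spread among NTN donors, so a single NTN donor is not excluded. Reads shared between SIK1 and SIK1B cannot be told apart from a lower level of SIK1, since the summed counts had a log2 fold change of -1.02 (standard error 0.57), between the values set for either case. Hypertension and other differences between the donors of the 2 groups stay open, and the 5 donors give no test between them. Age is among these differences, since the paper reports older hypertensive donors, and so is type 2 diabetes in a hypertensive donor.

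The immediate-early, inflammation and matrix lists were lower in HTN by camera with the preset correlation and not with an estimated correlation (adjusted p = 0.261 each), and edgeR called 0 of their genes over all genes. The first 2 of these lists may rest on a single donor, since without NTN replicate 1 their adjusted p was 0.361 and 0.791. The matrix list stayed past the threshold with any HTN donor left out (adjusted p at most 0.00115). A single donor is not excluded, since leaving out an NTN donor leaves 1. The libraries of the groups also overlapped, with a mean log2 deviation of the list of -0.38 in NTN LV replicate 1 and 0.36 in HTN LV replicate 2. The matrix genes argue against a lower share of fibroblast RNA as the whole cause (fibroblast markers had a median of -0.24 with an SD of 0.31 against -0.85 for the matrix genes). A lower share as part of the cause stays open, since all 8 fibroblast markers were below 0. The matrix genes also argue against GC content and gene length (median -0.74 and adjusted p = 9.6e-05 after correction). Hypertension, age, changes of RNA after death and other differences between donors stay open for the matrix genes. The estimated correlation also leaves open that the list moves together for reasons unrelated to the groups.

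The BCAA catabolism and DNA unwinding lists were higher in HTN by camera with the preset correlation and not with an estimated correlation (adjusted p = 0.224 and 0.247), and edgeR called 0 of their genes over all genes. GC content and gene length are argued against as the cause, since after correction the medians were 0.24 (adjusted p = 9.6e-05) and 0.23 (adjusted p = 0.0024). A larger share of cardiomyocyte RNA is argued against for BCAA catabolism by a narrow margin, since cardiomyocyte markers had a median of -0.044 with an SD of 0.28 against 0.25 for the list. The markers ranged from -0.65 to 0.31, which takes in the median of the list, so this share is not excluded. Hypertension, age, other differences between the donors and the choice of Fig. 2c members from these samples stay open.

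Other splits of the libraries into 6 and 4 gave as many called genes as the real one in 5 of 100 splits, the real one included, so chance cannot be excluded for the 10 genes, with a highest other count of 32. All 5 of these splits kept LV and RV of every donor together, and splits that parted a donor called at most 5 genes, so the counts follow whether donors stay whole. For the 13 lists called it cannot be excluded either, with 8 of 100 splits as large and a highest other count of 19. The median count of the other splits was 9 lists, so camera with the preset correlation also called many lists for groupings other than disease. Its list p values are to be read against that count. With the donors kept together, the 10 splits are too few for a share under 0.05. The real split had 10 genes and the highest other 221, with 7 of the 10 splits at 10 or more, and 13 lists against 17, with 2 of the 10 splits at 13 or more. A count of 221 genes thus arose in a split of donors other than by disease, and its cause was not tested. For LV against RV the real count was 0, which all 100 splits must reach, so the splits say nothing about chance there (highest other count 12).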

How the results depend on the processing

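The settings without the members shown in Fig. 2c, with edgeR's legacy off, with the GC and length correction, with SIK1 and SIK1B summed, and the list tests of the difference between sites were chosen after the data were seen. The cause was not tested for any change below unless given. Leaving out an NTN replicate leaves 1 NTN donor, whose variation is assumed to be like that of the HTN donors.

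Between HTN and NTN, edgeR called 10 genes over the 10 libraries, 4 of them changed more than 2-fold. DESeq2 called 414 (228 more than 2-fold), no filter on low counts gave 434 (277), the donor as a random term gave 2 (2), donor sums gave 0 (0), and an adjusted p under 0.1 gave 31 (16). With a fold over 2 the stricter filter gave 2, no site term 7 and legacy off 7. Leaving out each donor gave 5 to 149 genes and 5 to 133 with a fold over 2, highest without NTN replicate 1. All 10 genes were among those called by DESeq2 and with no filter. RLE factors (10 genes), upper-quartile factors (8) and the deposited variance-stabilized values (12) stayed within 1.5 times.

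On the donor sums edgeR called 0 genes, DESeq2 98 and no filter 31, with 0 to 1 when a donor was left out. In LV edgeR called 0, DESeq2 70 and no filter 1. In RV edgeR called 1, DESeq2 88 and no filter 122, with 0 to 3 when a donor was left out. For the interaction edgeR called 0, DESeq2 1, and the replicate block and the random term 0. Between LV and RV edgeR called 0, DESeq2 50 and no filter 329, with 0 to 11 when a donor was left out (11 without NTN replicate 1).

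Of 36 lists, camera called 13, against a median of 9 in the other splits of the donors. With an estimated correlation it called 0, fry called 4, and without the members shown in Fig. 2c 8 were called, where the lists hold fewer genes chosen to be lower. Donor sums gave 13, the preranked test 19, no filter 16, and leaving out a donor 9 to 15. The GC and length correction gave 15, against 14 in the same limma fit without the correction. Sirtuins (adjusted p = 0.0507) passed in the preranked test (0.0218), with no filter (0.0292) and in the limma fit on log2 CPM without (0.0206) and with (0.0070) the GC and length correction, with 0.0315 to 0.432 when a donor was left out. BCAA catabolism (1.2e-05) did not pass with an estimated correlation (0.224) or without the Fig. 2c members (0.377), and passed without any donor (6.3e-07 to 0.0026). DNA unwinding (0.0043) did not pass with an estimated correlation (0.247), with fry (0.0612) or without the Fig. 2c members (0.696), and ranged from 6.3e-05 to 0.0612 when a donor was left out. DNA replication (0.120) passed in the preranked test (0.0097) and ranged from 0.0205 to 0.646. Among lists past the threshold with or without the change of setting, the direction turned for telomere binding without the Fig. 2c members (0.982), complex I without HTN replicate 2 (0.0315, and 0.0315 to 0.459 over all donors) and the interferon response without NTN replicate 2 (0.0061, and 0.0026 to 0.886 over all donors). Lists past it in neither turned direction 20 times, mostly with a donor left out.

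The share of PC1 and PC2 between HTN and NTN was 15.6%, against 75.7% for the genes DESeq2 called, where the choice of genes itself favours the groups, 30.5% at unit variance and 13.1% to 48.0% when a donor was left out. The 500 most variable genes gave 19.4% and log2 CPM 13.5%.

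Over all alternatives of the named genes, 569 values stayed on their side of the threshold, 51 passed it only under the alternative and 52 passed it only without the alternative. Of the named genes 1 turned direction, SIK1B without NTN replicate 1 (log2 fold change 1.81), past the threshold in neither. For the other lists 322 values stayed on their side, 19 passed only under the alternative, 40 only without it, and 3 turned as given above. At this depth and number of donors, the 10-library test on simulated data called 14% of genes changed 1.5-fold with a donor effect (38 false calls) and 6% without (8 false calls). Of genes changed 8-fold it called 100% in both. The simulated changes were placed on genes with a mean of at least 1 CPM, so these shares do not cover genes at lower levels.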

Differences from the paper's values

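At an FDR under 0.05 and a fold change over 2, the paper's count of genes is 230 and the count here is 4. Of the alternatives set before the data were examined, DESeq2 (228) and no filter on low counts (277) come within 1.5 times of the paper's value. The stricter filter, RLE and upper-quartile factors, no site term, donor sums, the donor as a random term, the deposited variance-stabilized values, each donor left out and an adjusted p under 0.1 do not (0 to 133). For genes higher in HTN the paper's count is 97 and the count here is 0, with DESeq2 (98) and no filter (85) within 1.5 times and none of the others. For genes lower in HTN the paper's count is 124 and the count here is 4, with DESeq2 (130) and the fit without NTN replicate 1 (97) within 1.5 times and none of the others, no filter (192) included. The paper's 97 and 124 are given in the legend of Fig. 2b and its 230 in the text.

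SIK1, which the paper names among its differentially expressed genes, had an adjusted p of 0.0902 from edgeR and was not called. DESeq2 (adjusted p = 4.8e-07), no filter on low counts (adjusted p = 7.9e-06), the fit without NTN replicate 1 (adjusted p = 0.0216) and edgeR's legacy off (adjusted p = 0.0128, chosen after the values were seen, and calling 13 genes that include all 10 of the main test) call it. Its log2 fold change of -4.67 stands beside about -4.9 in Fig. 2b, read by eye. ENO1, which Fig. 4c marks as past the FDR threshold, had an adjusted p of 0.0902 from edgeR and was called by DESeq2 (adjusted p = 6.3e-04) and with no filter (adjusted p = 0.0136). Its 1.52-fold lower level matches Fig. 4c. TALDO1, which Fig. 4c marks as past an unadjusted threshold, had an unadjusted p of 0.0197, and its 1.23-fold higher level stands beside about 1.2 in Fig. 4c, read by eye.

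The paper states that samples separate by disease along the diagonal of PC1 and PC2. No straight line separated HTN from NTN on the first 2 components of the deposited values over 21895 genes. A line separated them with each gene scaled to unit variance, as a line did for 4 of the 10 splits of the donors, and with the genes DESeq2 called, which were chosen on the disease groups. It also did without HTN replicate 1 or HTN replicate 2, as for 4 of the 6 splits, and without NTN replicate 1, where a line separates 4 of 4 splits and the separation says nothing about disease. PC1 and PC2 held 24.0% and 18.9% here, against about 18% and about 15% in Fig. 2a, read by eye, and 17.6% and 14.6% at unit variance. No line separated LV from RV, as the paper states. At unit variance, 9 of the 9 points that can be read in Fig. 2a lay at the place of a library of the same group and the other site, while 10 of the 10 libraries drawn in the heatmap of Fig. 2c matched a library of their own group and site.

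The paper states that NAD-dependent deacetylases and DNA replication genes are coordinately upregulated. The lists here, which are not the sets the paper used, had medians above 0 and did not pass camera (adjusted p = 0.0507 for sirtuins and 0.120 for DNA replication). Sirtuins passed in the preranked test (adjusted p = 0.0218), with no filter (adjusted p = 0.0292), without HTN replicate 2 (adjusted p = 0.0315) and in a limma fit on log2 CPM chosen after the values were seen, both without (adjusted p = 0.0206) and with (adjusted p = 0.0070) the GC and length correction, and DNA replication passed in the preranked test (adjusted p = 0.0097) and without HTN replicate 2 (adjusted p = 0.0205). The paper describes the DNA unwinding and replication program as proliferative and present in RV and LV. The list of DNA unwinding passed in LV (adjusted p = 0.0128, and 0.653 with an estimated correlation) and not in RV (adjusted p = 0.0630), with medians above 0 in both, and the difference between the sites was not past the threshold (adjusted p = 0.775). The 20 proliferation markers had a median log2 fold change of 0.00 (adjusted p = 0.802). The paper places the proliferative signal in endothelial cells by single-nucleus RNA-seq, which was not analysed here. Whole-tissue RNA does not separate cell types, so the markers do not test a change limited to endothelial cells.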

Other observations

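Genes of the extracellular matrix and of the fetal cardiac program had lower levels in HTN than in NTN hearts, and so did markers of contractile smooth muscle, by camera with the preset correlation. With an estimated correlation none of these lists passed (adjusted p = 0.261, 0.224 and 0.247). No gene named here passed edgeR's test over all genes, and they were chosen by p value within each list under the rule for named genes. FN1, which encodes fibronectin, had a log2 fold change of -1.53 (standard error 0.38), COL1A1 had -1.11 and COL5A1 had -0.85. Of the 15 matrix genes 1 had a log2 fold change above 0. Adjusted over the list alone 6 were lower, and DESeq2 called 3 lower over all genes. In 7 of them every HTN donor lay below every NTN donor, where chance gives 10% for each gene taken alone. Genes of a list can move together across the donors, so these are not 7 independent results.

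NPPB, which encodes the natriuretic peptide BNP, had 2.06 ± 1.39 CPM (SD, n = 6 libraries) in HTN and 92.9 ± 63.6 (SD, n = 4 libraries) in NTN, a log2 fold change of -5.51 (standard error 1.00, adjusted p = 0.106 from edgeR, 6.7e-05 from DESeq2, 0.0024 without NTN replicate 1). ACTA1, skeletal alpha-actin, had -3.81 and ANKRD2, a stretch-responsive ankyrin repeat protein, had -1.36. The hypertrophy and fetal list had a median of -0.63 over 15 genes, 5 of them lower when adjusted over the list alone, and its adjusted p was at most 0.0315 with any donor left out. CNN1 (-2.23), MYH11 (-1.08), ACTA2 (-0.93) and TAGLN (-0.84) had the smallest p of the smooth muscle markers, whose median was -0.23 over 9 genes, with 4 lower when adjusted over the list alone and an adjusted p of 0.0609 without NTN replicate 2. Without NTN replicate 1, where the NTN arm is 1 donor assumed to vary like the HTN donors, edgeR called FN1 (adjusted p = 0.0383), ACTA1 (adjusted p = 0.0197), CNN1 (adjusted p = 0.0116) and ACTA2 (adjusted p = 0.0493) lower.

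FOSL1 (-2.38, adjusted p = 0.0705 from edgeR), ZFP36 (-1.39) and BTG2 (-0.71) led the immediate-early genes, whose median was -0.57 over 26 genes. DESeq2 gave them adjusted p values of 4.8e-07, 0.0074 and 0.034. FOSL1 was low in both groups, with 0.20 CPM in HTN and 1.13 in NTN. ZFP36 was called without NTN replicate 2 (adjusted p = 0.0315). The 16 inflammation genes had a median of -1.02. PDGFRA (-0.55) was among 8 fibroblast markers with a median of -0.24, all below 0, and that list had an adjusted p of 0.0582 without NTN replicate 1. The 12 glucocorticoid response genes had a median of -0.23 and an adjusted p of 0.489 without HTN replicate 2, 0.341 without HTN replicate 3 and 0.171 without NTN replicate 1. The 9 lymphocyte markers had a median of 0.81, all above 0, and an adjusted p of 0.266 without HTN replicate 2 and 0.533 without NTN replicate 2.

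Lists that did not pass camera had adjusted p values of 0.0630 for heat shock, 0.0860 for atrial markers, 0.138 for pericyte and for neutrophil markers, 0.166 for Schwann cell markers, 0.196 for adipocyte markers, 0.266 for cardiomyocyte and for endothelial markers, 0.318 for macrophage markers, 0.343 for mesothelial markers, 0.535 for hypoxia and for the circadian clock, 0.682 for the interferon response and 0.980 for complex I. Some of these passed under another setting. Atrial markers passed on the donor sums (adjusted p = 0.0135), in the preranked test (0.0410), with no filter (0.0253) and without HTN replicate 1 (0.0092), all downward. Heat shock genes passed in the preranked test (0.0176), with no filter (0.0253), without HTN replicate 2 (0.0315) and without NTN replicate 1 (0.0026), all downward. Neutrophil markers passed upward without NTN replicate 1 (1.1e-04). Downward, Schwann cell markers passed without HTN replicate 3 (3.6e-04), adipocyte markers without NTN replicate 2 (0.0013) and in the preranked test (0.0180), and pericyte and macrophage markers without HTN replicate 1 (0.0446 each). The interferon response passed upward without NTN replicate 1 (0.0026) and downward without NTN replicate 2 (0.0061), and complex I upward without HTN replicate 2 (0.0315). By site, complex I passed downward in LV (0.0019, and 0.653 with an estimated correlation) and upward in RV (0.0029, and 0.624). Atrial markers passed downward in LV (0.0498, and 0.653 with an estimated correlation). The difference between LV and RV for the hypoxia genes had an adjusted p of 0.105, and of 0.0420 with each donor as a replicate block, a test chosen after the data were seen (0.956 with an estimated correlation). The red blood cell list, with 2 measured genes, and the mitochondrially encoded genes, with 0, were not tested. The median and the mean of the log2 fold changes differed in sign for the pentose phosphate pathway (-0.03 and 0.03), the TCA cycle (-0.02 and 0.01), complex I (-0.01 and 0.01), the interferon response (-0.10 and 0.01) and the circadian clock (0.03 and -0.05). The test pointed up for the pentose phosphate pathway and the interferon response and down for the other 3.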
